A study of Mus musculus with 33 samples.

How the data were processed

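The data are read counts per gene in single mouse heart cells. The labels describe cells from the ventricles of mice that carry mAG-hGem, a green fluorescent geminin fusion of the FUCCI cell cycle reporter, which accumulates from S phase to M phase. Cells were sorted by fluorescence as mAG-hGem positive or negative at embryonic day 14.5 (E14.5) and postnatal day 5 (P5). Per the labels' protocols, the mRNA of each cell was reverse transcribed and amplified as antisense RNA, and cells were accepted when PCR found the cardiomyocyte gene Tnnt2 and did not find Pdgfrb. Libraries were made with a TruSeq kit, per the labels.

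The deposited table holds raw read counts for 14862 gene rows and 33 cells. Its values are whole numbers, and the column totals differ from cell to cell. The aligner, the counting tool, the genome build, the annotation and any use of molecular identifiers are stated neither in the labels nor in the table. No coordinates are therefore given. Antisense amplification copies molecules many times, so reads are not independent molecules. Floors and the intervals of CPM and ratios cover counting error only, and these intervals are far narrower than the spread between cells.

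The rows carry gene symbols. Of the 14862 symbols, 13445 matched a mouse gene table directly and 559 matched after hyphens or leading digits were restored. Another 793 matched through a synonym in the RefSeq table of assembly GRCm38.p6, 22 had been turned into calendar dates by a spreadsheet, and 43 had no match. Rows with dates were kept in the totals and left out of gene lists, so the septins are not analysed here. No row carried a mitochondrial gene symbol. Genes with near-identical copies, such as histones or globins, can share reads, and the counting rule for such reads is not stated.

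Each sample in the series is 1 cell, and the labels name no animal. Each of the 4 groups was therefore treated as 1 sample, and no test between groups, p-value, standard error or count of changed genes was made from cells. Dixon's limit was used only to point out single cells that stand apart within a group. Raw counts were summed over the cells of a group and divided by the summed total to give counts per 1000000 (CPM), with an exact Poisson interval. Differences between groups are log2 ratios of these CPM with an exact (Clopper-Pearson) binomial interval at 95%. Where a group had no count, the ratio is a bound against a floor of 3 counts over the group. Shares of cells have exact binomial intervals, which cover the counting of these cells only.

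Before the data were examined, 6 gene lists for comparisons between groups were fixed, together with 18 beta-adrenergic and Hippo pathway genes and markers of 5 cell types. The lists are S phase (42 genes), G2/M (55), cytokinesis (41 listed, 33 in the table), Dbl-family RhoGEF (66 listed, 53 in the table), postnatal cardiomyocyte (23 listed, 22 in the table) and prenatal cardiomyocyte (20 listed, 19 in the table). Ect2 is in none of them. A list's value is the median log2 ratio of its genes with at least 10 counts over both groups, with 0.5 count added to each side. Its interval comes from the order statistics of the genes and describes the genes of the list, not cells or animals. The median was ranked among 10000 random lists of the same size, matched on mean CPM in 20 bins, as a description of these libraries. The cytokinesis list shares Anln, Aurkb, Birc5, Cdca8, Kif23, Kif20b and Plk1 with the G2/M list and Arhgef2 with the RhoGEF list.

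Genes named besides the lists follow a rule fixed in advance. In each comparison these are the 4 highest and the 4 lowest log2 ratios with 0.5 count added. The gene had to reach 50 CPM in the higher group, in the summed counts and in the median cell, and no cell could hold over 50% of that group's counts. The printed ratios of these genes have no added count. Being the most extreme ratios of these same data, they could hardly change sign when 1 cell was left out. Some genes chosen by this rule or fixed in advance are not reported here. Genes, cells and comparisons outside this rule were chosen after their values were seen.

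Totals are given in M, where 1 M is 1000000 counts. They ran from 2.54 to 38.5 M per cell, with a median of 12.8 M. For shares of cells, each cell was also thinned at random to 8671357 counts, the total of the cell at rank 7 from the bottom, and 6 shallower cells were left out. One count more or less is small against these totals, but 12.3% of all nonzero values were 1 to 3 reads. The most alike pair of cells, G1 and G2, had a Pearson r of 0.867 across genes on log2 CPM, so no library was present as 2 cells.

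The calculation was tested on simulated counts with the real library sizes of P5 positive and E14.5 positive cells. Both groups were drawn from the same profile, the summed counts of all these cells. Over 14862 genes, of which 200 were changed, 100% of the changed genes came out within 0.1 of the true log2 ratio and 98.0% of the intervals covered it. This simulation held counting error only. The changed genes were drawn above a minimum level and given modest changes, so it did not test zero counts or bounds against the floor. Alternatives were equal weights for cells, thinning, edgeR TMM factors, DESeq2 size factors, totals without the 20 most abundant genes, 2 cell filters, other count minimums and added counts, and leaving out each cell. Restricting cells by type markers or by E14.5 title numbers was chosen after seeing the data. Software was Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0.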

Results

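Single ventricular cells of mAG-hGem mice were profiled at E14.5 and at P5, and each age was split by the green geminin signal that marks cycling cells. The groups held 10 E14.5 positive, 11 E14.5 negative, 6 P5 positive and 6 P5 negative cells. Median totals per cell were 11.5, 16.9, 13.9 and 12.7 M counts, in that order, and the summed totals were 158, 196, 92.1 and 82.95 M. A cell had between 2994 and 10769 detected genes. Since no animal is named, each group stands for 1 sample. None of the differences below has a replicate check, and the intervals of CPM, ratios and shares cover counting error only. Those of list medians describe the genes of a list.

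The markers of cell type were read first, because the labels describe all cells as Tnnt2-positive cardiomyocytes. Tnnt2 reached 4323 CPM in the summed counts of E14.5 positive, 4295 CPM of E14.5 negative and 4216 CPM of P5 positive cells, but 54.4 CPM of P5 negative cells. In single P5 negative cells Tnnt2 ranged from 0 to 128 CPM. The summed CPM of 11 cardiomyocyte markers was at least 13047 in 26 cells. It was 0.829 to 3292 in the 6 P5 negative cells and 110 in the P5 positive cell L2P12. The P5 negative cells L2N4, L2N7 and L2N9 and the P5 positive cell L2P12 had summed endothelial markers of 2776 to 13252 CPM and are called endothelial-like. The P5 negative cells L1N3 and L2N10 had 2254 and 3882 CPM of endothelial markers together with more red blood cell markers, at 228000 and 63398 CPM. The P5 negative cell L2N12 had 19199 CPM of fibroblast and mural markers. In the E14.5 negative cell N10, fibroblast and mural markers summed to 46201 CPM beside 21593 CPM of cardiomyocyte markers. Each comparison with the cells labelled P5 negative therefore sets different cell types side by side. Pdgfrb is not analysed here.

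**Figure D1:**
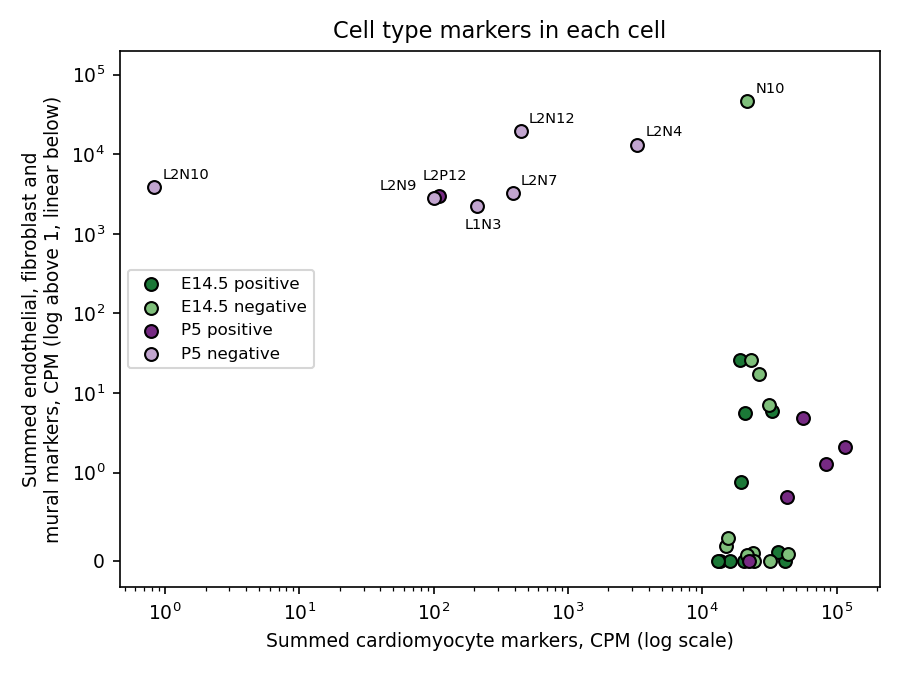
Each point is 1 cell, with its summed cardiomyocyte markers (x axis, CPM, log scale) against its summed endothelial, fibroblast and mural markers (y axis, CPM, log above 1 and linear below). Colours give the 4 groups; names are printed for the 8 cells in which markers of other types exceed cardiomyocyte markers, which include all 6 P5 negative cells.

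The series title names Ect2, a guanine nucleotide exchange factor that acts in cytokinesis, and the first comparison asks how cycling cells differ between ages. Ect2 stood at 482 CPM (479 to 486, exact Poisson interval) in E14.5 positive cells and at 41.4 CPM (40.0 to 42.7) in P5 positive cells. The log2 ratio of P5 positive over E14.5 positive was -3.54 (-3.59 to -3.50), which is 11.7-fold lower. Of the alternatives other than leaving out 1 cell, leaving out cells dominated by other markers moved it most, to -3.19. In P5 positive cells, 71.9% of all Ect2 counts came from the cell L2P7, and without that cell the ratio was -5.16. Single E14.5 positive cells ranged from 36.5 to 1332 CPM, and single P5 positive cells from 0 to 219 CPM, so the ranges overlapped.

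All 10 E14.5 positive cells had at least 10 CPM of Ect2 (100%, exact interval 69.2 to 100%). Of the 6 P5 positive cells, 5 had a read (83.3%, 35.9 to 99.6%) and 3 reached 10 CPM. Of the 11 E14.5 negative cells, 8 had a read (72.7%, 39.0 to 94.0%) and 3 reached 10 CPM, namely N21, N24 and N10. None of the 6 P5 negative cells had a read, which leaves a share of up to 45.9% by the exact interval. After thinning, a read was found in 9 of 9 E14.5 positive, 5 of 9 E14.5 negative, 5 of 5 P5 positive and 0 of 4 P5 negative cells. As a background, the endothelial gene Cdh5 had a read in 0 of 10 E14.5 positive and 0 of 11 E14.5 negative cells, at median depths of 11.5 and 16.9 M. No E14.5 cell was endothelial-like, with endothelial markers of at most 26.1 CPM (N21). These zeros therefore give no background for Ect2 at E14.5. There, the negative cells N8, N23, N25, N28 and N30 held only 1 to 3 reads of Ect2 each. Cdh5 had a read in 5 of 6 P5 positive cells, at a median depth of 13.9 M. One of these was the endothelial-like cell L2P12, at 343 CPM, and the other 4 were below 1 CPM. Of the 5 P5 positive cells besides L2P12, 4 had a read of Cdh5 and 4 a read of Ect2, so the share with any read of Ect2 did not stand above this background. The level of 10 CPM did separate these genes. Ect2 reached it in L2P3, L2P7 and L2P8, and Cdh5 in L2P12 only.

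**Figure D2:**
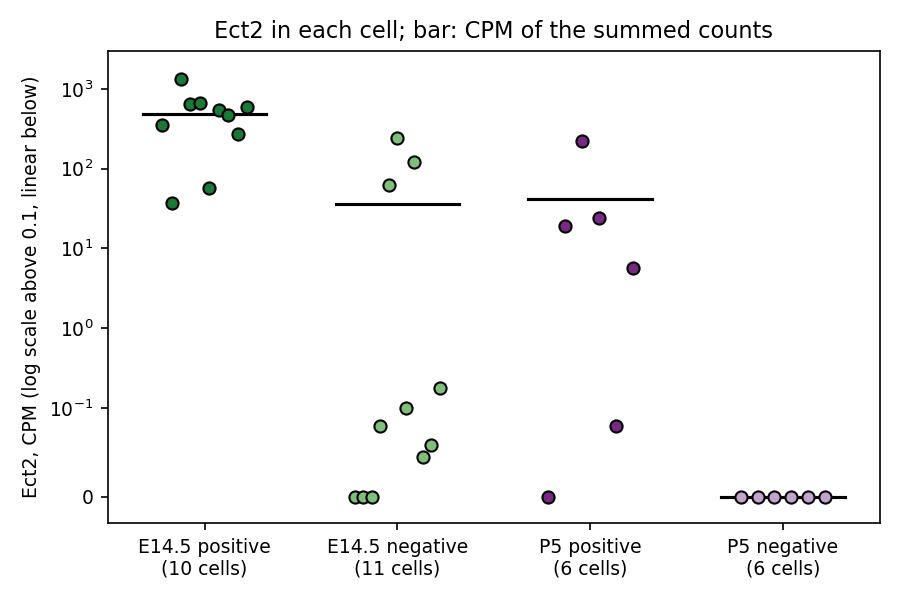
Each point is the Ect2 level of 1 cell (y axis, CPM, log scale above 0.1 and linear below) in the 4 groups on the x axis, and each bar is the CPM of the summed counts. E14.5 positive cells sit between 36.5 and 1332 CPM, while all 6 P5 negative cells are at 0.

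The lists place this ratio among other genes of the same comparison, whose median over all genes was -0.39. The G2/M list had a median log2 ratio of 0.01 (-0.18 to 0.36) over 55 genes, at percentile 85.0 among random lists. Its lowest gene, Hmgb2, was at -1.45, so Ect2 lay below all 55. The cytokinesis list had a median of 0.08 (-0.55 to 0.48) over 32 genes, at percentile 77.7, and a mean of -0.05, so the median and mean differ in sign. Its lowest gene was Rock1 at -2.42. The Dbl-family RhoGEF list had a median of -0.02 (-1.02 to 0.34) over 47 genes, at percentile 72.6, and 13 of its genes were as low as Ect2. One of these was Net1, at 117 CPM in E14.5 positive and 5.00 CPM in P5 positive cells. The S phase list had a median of -0.22 (-1.11 to 0.12) over 42 genes, at percentile 37.1, with a mean of -1.30, and 7 of its genes were as low as Ect2. Without the endothelial-like cell L2P12, the medians were -0.13 for G2/M, -0.41 for cytokinesis, -1.48 for RhoGEF and -1.15 for S phase. Gmnn, the gene of the reporter's geminin, stood at 138 CPM in P5 positive and 135 CPM in E14.5 positive cells.

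**Figure D3:**
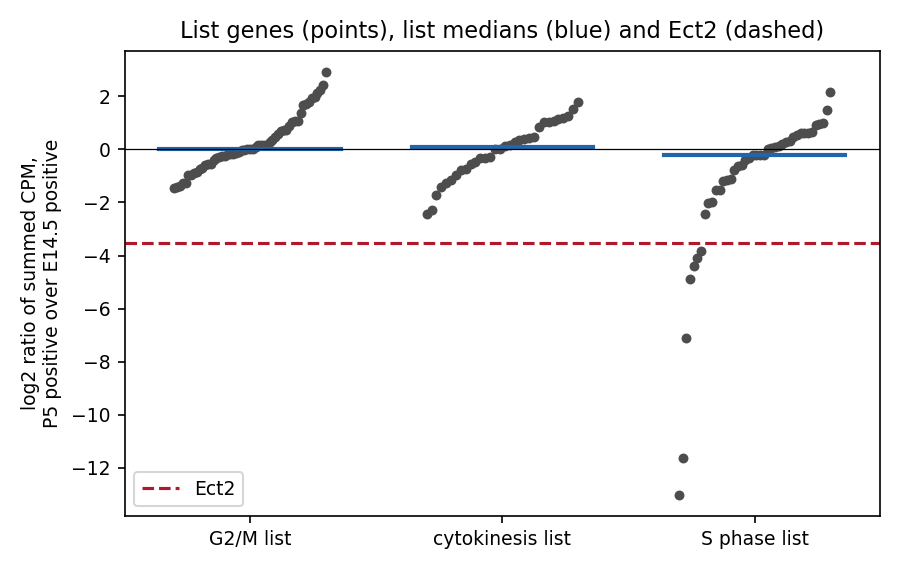
Each point is 1 gene of the G2/M, cytokinesis or S phase list (x axis), with its log2 ratio of summed CPM in P5 positive over E14.5 positive cells (y axis). Blue bars are list medians (0.01, 0.08 and -0.22) and the dashed line is Ect2 at -3.54.

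Maturation genes were compared in the same groups. The postnatal cardiomyocyte list had a median log2 ratio of 1.96 (0.40 to 3.34) over 21 genes, above all 10000 random lists at percentile 100. Myh6 rose from 251 to 8303 CPM and Ckmt2 from 14.7 to 1127 CPM. The prenatal cardiomyocyte list had a median of -0.80 (-4.68 to 1.22) over 18 genes, at percentile 13.8, and its interval spanned 0. Myh7 stood at 2029 CPM in E14.5 positive and 79.3 CPM in P5 positive cells, whereas Nppb was higher at P5, at 370 against 30.6 CPM. Without L2P12 the prenatal median was -4.40.

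By the fixed rule, the 4 highest ratios of P5 positive over E14.5 positive cells included Pcolce2 (log2 ratio 10.61), Twf2 (6.39) and Fuca1 (5.27). The lowest had no count in P5 positive cells. Against the floor, Mpped2 was at least 6991-fold lower, Vcan at least 3707-fold, Mapk1ip1 at least 2486-fold and Tnfrsf19 at least 2405-fold. Leaving out 1 cell moved 4 of the 8 ratios chosen by the rule by over 1.5-fold and reversed none. Among the genes named here it moved Pcolce2 most, whose 6 counts at E14.5 all came from G1 and whose log2 bound without G1 was 11.53.

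Within E14.5, positive cells were compared with negative ones to ask which transcripts accompany cycling. Ect2 stood at 35.6 CPM (34.7 to 36.4) in E14.5 negative cells, and the log2 ratio of positive over negative was 3.76 (3.73 to 3.796), or 13.6-fold. Within title numbers 1 to 10 it was 4.69, and within 21 to 30 it was 3.45. Without the negative cell N21, which held 42.7% of the Ect2 counts of its group, it was 4.47. N21 and N10, with 239 and 61.5 CPM of Ect2, had at most 0.97 CPM of each of Gmnn, Mki67 and Top2a. N24, with 121 CPM of Ect2, had 263 CPM of Mki67. Ect2 thus did not go with these cycle genes in each negative cell. The G2/M list had a median of 3.99 (3.44 to 4.62), with 55 of 55 genes higher and percentile 100. Its medians within the title numbers were 5.71 and 3.90. Without N24, a negative cell with 9136 CPM of summed G2/M and 23363 CPM of summed S phase transcripts, the median was 6.33. The S phase list had a median of 0.21 (-0.39 to 0.81) at percentile 97.9, against an all-gene median of -0.16. It was 2.06 within title numbers 1 to 10 and -0.86 within 21 to 30, so its direction did not hold within both, and without N24 it was 1.22. Gmnn was at 135 CPM in positive and 100.04 CPM in negative cells.

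The 4 genes highest in E14.5 positive over E14.5 negative cells included Hmmr (log2 ratio 12.78), Cenpe (12.31) and Ccnb1 (11.43). Hmmr, at 251 CPM in positive cells, reached 10 CPM in 10 of 10 positive and 0 of 11 negative cells. The lowest were Trit1 (-3.93), Fbxo32 (-3.77), Ociad2 (-3.22) and Epha7 (-3.17). Without 1 cell, 7 of the 8 ratios chosen by the rule moved by over 1.5-fold and none reversed. Among the genes named here Ccnb1 moved most, to 12.99 without N25.

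The same contrast at P5 set the cells labelled P5 positive against the cells labelled P5 negative, in which cardiomyocyte markers were far lower. Of the 6 P5 positive cells, 5 were led by cardiomyocyte markers, and L2P10 had a summed G2/M level of 704 CPM where the others had at least 23577 CPM. Ect2 had 0 of 82952801 counts in the P5 negative cells, so it was at least 1143-fold higher in P5 positive cells, and without L2P7 the log2 bound was 8.54 in place of 10.16. The G2/M list had a median of 4.34 (3.34 to 5.36), with 55 of 55 genes higher and percentile 100, and 6.08 without L2N9. The S phase list had a median of -1.002 (-1.64 to 0.29) at percentile 5.09, against an all-gene median of -0.29, and without L2N9 it was 0.54. The genes highest in P5 positive over P5 negative cells were Mybpc3 (log2 ratio 16.30 with 1 count in P5 negative cells, interval 13.82 to 21.60), Ldb3, Yipf7 and Itgb1bp2. The last 3 had no count in P5 negative cells and were at least 11357-fold, 5604-fold and 5512-fold higher. Lowest were Nr2f2 and Rab33b, at least 3886-fold and 1660-fold lower, Stim1 (log2 ratio -10.97, interval -13.25 to -9.42, from 3 counts in P5 positive cells) and Casp2 (-9.09). Leaving out 1 cell moved 7 of these 8 by over 1.5-fold, the most for Casp2, at -12.30 without L2P8, and reversed none. For Ldb3, Yipf7 and Itgb1bp2 the shift came from the floor, which rose without L2N7, the deepest P5 negative cell.

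The negative cells of both ages were compared last, with the same limit of differing cell types. Ect2 was at least 983-fold lower in P5 negative than in E14.5 negative cells, a log2 bound of -9.94, or -9.23 without N21. The postnatal cardiomyocyte list had a median of -7.69 (-10.74 to -4.48) over 22 genes, lower in 22 of 22 and below all random lists. With genes at 0 set to their bounds it was -7.15, and without L2N9 it was -9.25. The prenatal cardiomyocyte list had a median of -5.21 (-10.00 to 0.03) at percentile 0.01, and single cells moved it from -6.45 without L2N12 to -3.73 without N28. Genes with no count in E14.5 negative cells led the ratios. Fabp4, at 9965 CPM in P5 negative cells, was at least 649520-fold higher, Cav1 at least 250080-fold, Cdh5 at least 49422-fold and Emcn at least 37731-fold. Lowest were Myh7, at least 55060-fold lower, Ldb3, at least 16728-fold, Cdh2, at least 11738-fold, and Tbx20, at least 9106-fold. For 4 of these 8 genes 1 cell moved the bound by over 1.5-fold. These were the 4 lowest, all moved alike without L2N7, for Myh7 to a log2 bound of -15.14 in place of -15.75. They had no count in any P5 negative cell, so their shift came from the floor. L2N7 held 28.4 of the 82.95 M counts of its group, and the floor rose without it.

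Beta-adrenergic and Hippo pathway genes were read gene by gene in the 4 groups. Adrb1 stood at 4.18 CPM in E14.5 positive, 5.00 CPM in E14.5 negative and 10.7 CPM in P5 positive cells, with no count in P5 negative cells. In P5 positive cells, 70.3% of the Adrb1 counts came from 1 cell. Adrb3 had no count at P5 and its counts at E14.5 came from 1 cell in each group. Gnas was at 2856 CPM in E14.5 positive and 1496 CPM in P5 positive cells. Adcy5 was at 24.8 and 14.2 CPM, and Adcy6 at 34.3 and 74.9 CPM, of which 76.5% in P5 positive cells came from 1 cell. Yap1 was at 47.5 CPM in E14.5 positive and 79.0 CPM in P5 positive cells, a log2 ratio of 0.73 (0.69 to 0.78). Wwtr1 was at 90.0 and 60.5 CPM, Tead1 at 349 and 285 CPM, Lats2 at 77.5 and 28.01 CPM and Stk3 at 90.0 and 26.0 CPM. Tead2, Tead3, Lats1, Stk4, Sav1 and Nf2 were at or below 43.3 CPM in both of these groups, and Tead4 had no count in either.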

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

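The tests of explanations in this part were chosen after the cells' values were seen, as were the 12 measures. Of 36 combinations of a measure and a group (E14.5 positive, P5 positive and P5 negative), 16 had a cell whose gap to its neighbour passed Dixon's 95% limit. Chance flags about 1 in 20 of such groups, or 1.80 here, but the measures depend on each other and marker sums near 0 are far from even. The E14.5 negative group, with 11 cells, was not tested.

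Several of these stand for cell type. In the P5 positive group, L2P12 had 2964 CPM of endothelial markers, against 2.87 CPM in the next cell. In the P5 negative group, L2N4 had the highest endothelial sum, 13252 CPM, and also the highest cardiomyocyte sum, 3292 CPM. That cardiomyocyte sum is far below the 13047 CPM of the lowest E14.5 positive cell. Only 1 of 11 cardiomyocyte markers reached 10 CPM in L2N4, so nearly all of the sum came from 1 gene. L2N12 had 19199 CPM of fibroblast and mural markers, and L1N3 had 228000 CPM of red blood cell markers. L2N10, which did not stand apart by this limit, had 63398 CPM of red blood cell markers. In both L1N3 and L2N10 this sum exceeded the endothelial sum (2254 and 3882 CPM), although 6 of 6 endothelial markers reached 10 CPM in each, beside 4 red blood cell markers. An endothelial cell with added red blood cell RNA and 2 cells in the library were not tested against each other there. Shallow libraries are not the reason that cardiomyocyte transcripts are so low, since the median total of P5 negative cells was 0.917 times that of P5 positive cells. Free RNA of other cells added to cardiomyocytes would leave most cardiomyocyte transcripts in place, but the median marker sum was 0.600% of that in P5 positive cells. Cells of another type in the sort stay open without a test of their own. That 6 of 6 P5 negative cells had at least 3 markers of 1 other type at 10 CPM or more restates the profiles by which these cells were described. A swap with the P5 positive group as a whole is argued against by G2/M transcripts: 4 of the 5 P5 positive cells led by cardiomyocyte markers had sums above the highest E14.5 negative cell (9136 CPM). Summed S phase transcripts were less clear, being above the E14.5 negative median in 3 of these 5. A swap of single cells or with samples outside this series stays open. The profiles of other cell types may reflect the cells that were sorted, and how this arose was not tested. Age and sort are no explanation of cell type that could be separated here.

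L2P10, a P5 positive cell with 83587 CPM of cardiomyocyte markers, had a G2/M sum of 704 CPM, against at least 23577 CPM in the other P5 positive cells. In the P5 negative group, L2N9 had 181 CPM of Gmnn, with 29.7 CPM in the next cell. A single wrong label, or a sort of cells near the gate, stays open for both and no test bears on it. No biological explanation was tested.

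Ect2 itself was uneven. L2P7 had 219 CPM in the P5 positive group, where the next cell had 24.2 CPM, and G5 had 1332 CPM in the E14.5 positive group, where the next had 665 CPM. G6 had 17050 CPM of summed S phase transcripts and G27 had 38.5 M counts. Amplification from 1 cell could give such values as well as a difference in cycle stage. Sequencing depth does not account for the lower Ect2 at P5. At the lowest E14.5 positive level (36.5 CPM), the shallowest P5 positive cell, L1P5, would hold 93.0 reads, and it held none.

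The remaining flags lie at trace level and have no weight. G1 had 8.69 CPM of endothelial and 17.1 CPM of fibroblast and mural markers, and G8 had 0.0781 CPM of red blood cell markers. L2P7 had 1.996 CPM of fibroblast and mural markers and L2P3 had 11.9 CPM of red blood cell markers. No explanation of these was tested.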

How the results depend on the processing

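The marker filter and the title number ranges were chosen after seeing the data; the other alternatives were fixed before. No paired analysis was possible because the labels name no animal, they do not say that cells with the same number in 2 groups belong together, and no comparison between groups came from a test. The ranges of the title numbers do differ in depth and sex transcripts, and values within them are given below.

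For Ect2, the lists and the shares of cells, the alternatives other than leaving out 1 cell gave 205 values for 20 results. Of these, 162 stayed within the counting or list interval, 34 left it with the same sign and 9 changed sign. For the 32 named genes, 280 such values held no change of sign and 176 left a counting interval that is narrow by construction. The kept sign has little weight, because these genes were chosen for the most extreme ratios of the same data. The cause was not tested where none is named.

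Ect2 kept its direction in all 4 comparisons under each alternative that gave a value. In the comparisons with P5 negative cells, which had no Ect2 count, the direction could hardly change. For P5 positive over E14.5 positive (-3.54) the values were -3.47 with equal weights, -3.33 thinned, -3.19 without cells dominated by other markers, and -3.68 and -3.46 with title numbers 1 to 10 and 21 to 30. For E14.5 positive over negative (3.76) they were 3.69 with equal weights, 3.58 thinned, 3.93 with TMM, 3.87 with size factors, 3.88 without cells dominated by other markers, and 4.69 and 3.45 in the title ranges. The bound for P5 positive over negative (10.16) was 10.27 with equal weights, 9.29 thinned, 10.46 with TMM, 10.30 with size factors, 10.26 without the 20 most abundant genes and 10.07 without L1 cells. That for P5 negative over E14.5 negative (-9.94) was -10.05, -9.04 and -10.07 with equal weights, thinning and TMM, -10.00 without abundant genes, -9.81 without L1 cells, and -9.15 and -10.17 in the title ranges. Thinned bounds are smaller because fewer counts stand against the same floor.

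The S phase median for P5 positive over E14.5 positive (-0.22) was -1.15 without cells dominated by other markers, here the single cell L2P12. For E14.5 positive over negative (0.21) it was 2.06 in title numbers 1 to 10 and reversed to -0.86 in 21 to 30. The G2/M median for P5 positive over E14.5 positive (0.01) was 0.50 and -0.25 in the title ranges and -0.13 without cells dominated by other markers. For E14.5 positive over negative (3.99) it was 5.71 in title numbers 1 to 10. The cytokinesis median (0.08) was -0.13 with equal weights, -0.41 without cells dominated by other markers, and 0.51 and -0.03 in the title ranges. The RhoGEF median (-0.02) was 0.02 with size factors, 0.00 without abundant genes, 0.05 with no minimum of counts and -1.48 without cells dominated by other markers. With all cells, the G2/M, cytokinesis and RhoGEF medians for P5 positive over E14.5 positive lie near 0 and have no direction. Without L2P12 the RhoGEF median lay below its interval (-1.02 to 0.34). The postnatal and prenatal medians stayed within their intervals under each alternative other than leaving out 1 cell. For the prenatal list this has little weight, as its interval for P5 positive over E14.5 positive was wide (-4.68 to 1.22). Without cells dominated by other markers, here L2P12, that median moved from -0.80 to -4.40.

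A read of Ect2 was found in 72.7% of E14.5 negative cells, and 27.3% reached 1 CPM and 27.3% reached 10 CPM. In P5 positive cells the share of 83.3% became 100% after thinning, because the cell without a read was too shallow to keep. The marker filter left no P5 negative cell and so no value for comparisons with that group. No mitochondrial row existed to leave out. The filter on total counts left out only L1P5.

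Leaving out each cell in turn gave the following lowest and highest values. Ect2 ran from -5.16 to -3.19 (P5 positive over E14.5 positive), 3.48 to 4.47 (E14.5 positive over negative), 8.54 to 10.51 (P5 positive over negative) and -10.22 to -9.23 (P5 negative over E14.5 negative). S phase medians, for the first 3 of these, ran from -1.15 to -0.01, 0.06 to 1.22 and -1.38 to 0.54, with the change of sign due to L2N9. G2/M medians ran from -0.13 to 0.23, 3.81 to 6.33 and 4.21 to 6.08. The cytokinesis median ran from -0.41 to 0.27 and the RhoGEF median from -1.48 to 0.13. Postnatal medians ran from 1.66 to 2.36 (P5 positive over E14.5 positive) and -9.25 to -6.98 (P5 negative over E14.5 negative). Prenatal medians ran from -4.40 to -0.75 and from -6.45 to -3.73. No named gene changed sign in 528 such values, which has little weight for genes chosen by their extreme ratios.

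The median of all genes shifted with TMM by 0.17 for E14.5 positive over negative, 0.30 for P5 positive over negative and -0.13 for P5 negative over E14.5 negative. With size factors the shifts were 0.11 and 0.14 for the first 2 of these. Depth limits the zeros: 3 counts of a group correspond to 0.0326 CPM in P5 positive and 0.0362 CPM in P5 negative cells.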

Other observations

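The pooled medians of the S phase and G2/M lists, the summed Ect2 ratio and the values with 1 cell left out of these were planned. The comparison of Ect2 with single G2/M genes and with genes of like abundance, Ect2 per summed G2/M transcripts, the split by title number, the sex transcripts and the test of N10 were chosen after the values were seen.

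Ect2 fell further than the G2/M genes between E14.5 positive and P5 positive cells. The difference from the lowest of the 55 list genes was -2.10 on the log2 scale, which argues against a general fall of G2/M genes as the whole cause. No G2/M gene was as low as Ect2 under the other weights, depth, scalings and cell filters tried, or with any 1 cell left out. Without L2P12, the endothelial-like cell in the P5 positive group, the Ect2 ratio was -3.19, and the gap to the lowest gene shrank to -1.02. A lower Ect2 level in mAG-hGem positive P5 cardiomyocytes is a hypothesis that these values leave standing. Of 612 genes of like mean abundance (142 to 285 CPM), 14 fell as far, or 2.29%, so a fall of this size was uncommon but not unique to Ect2. The P5 value rests on 6 cells of unnamed animals. Cell to cell noise of amplification may contribute, and differences in litter, digestion and library batch between the ages cannot be separated from age.

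Within single cells, Ect2 per 1000 CPM of summed G2/M transcripts was 4.36 to 68.5 in the 10 E14.5 positive cells. In the P5 positive cells it was 0 in L1P5, 0.724 in L2P3, 9.28 in L2P7, 0.887 in L2P8, 0.113 in L2P10 and 0.227 in L2P12. Only L2P7 lay within the E14.5 range. The ratio of L2P10 rests on 1 read of Ect2 over 704 CPM of G2/M transcripts, and L2P12 is endothelial-like. These 2 ratios therefore bear little on cycling cardiomyocytes. L1P5 was the shallowest cell, with 2.54 M counts.

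Positive sorting at E14.5 went with a G2/M median of 3.99 and a pooled S phase median of 0.21, which joins values of opposite sign in both title ranges (2.06 in 1 to 10 and -0.86 in 21 to 30). One negative cell, N24, held 23363 CPM of S phase transcripts, more than any E14.5 positive cell, and without it the S phase median was 1.22. The title number range is argued against as the source of the G2/M difference, since the lower of both medians within ranges was 3.90. No statement on the direction of S phase holds for both ranges.

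The title numbers of E14.5 cells fall into 1 to 10 and 21 to 30, and the labels do not say what they mean. Median totals were 9.25 and 10.7 M in the lower range (positive and negative cells) and 22.2 and 22.9 M in the upper one. Male transcripts (Ddx3y and Eif2s3y) reached 10 CPM in 5 of 6 positive and 5 of 5 negative cells of the lower range, and in 0 of 4 and 3 of 6 of the upper one. Xist reached 10 CPM in 1, 0, 3 and 3 cells of these sets, and no cell had both. E14.5 cells thus came from at least 1 male and 1 female animal, and among positive cells the range and the sex nearly coincide.

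N10, an E14.5 negative cell, carried cardiomyocyte markers (21593 CPM) together with fibroblast and mural markers (46201 CPM). The explanation of 2 cells in 1 library predicted more detected genes at equal depth. N10 had 7071 against 6477 to 8791 in the other E14.5 negative cells, which did not meet that prediction. The spread between single cells is wide, so 2 cells, free RNA and a mixed state cannot be told apart. N10 was 1 of the 3 negative cells with over 10 CPM of Ect2 (61.5 CPM).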
